A study of Carassius auratus with 6 samples. Its data were reported in "microRNA regulation of skin pigmentation in golden-back mutant of crucian carp from a rice-fish integrated farming system" (2023).

How the data were processed

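Messenger RNA of skin was measured by sequencing in 6 libraries of the golden-back crucian carp (Carassius auratus), a naturally occurring colour mutant with golden and greenish grey body skin. Per the labels, the libraries were prepared from total RNA with a SMARTER mRNA-seq kit, and 3 came from golden and 3 from greenish grey skin of female fish. Groups and replicate numbers 1 to 3 were taken from the library titles.

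The deposited table held a raw count and an FPKM value (the fragment count scaled by gene length and library size) for each of 83088 gene rows in each library. The authors made the FPKM values from their alignments, and 0.0001 FPKM stood in the deposited table wherever the count was 0; this value was set to 0 here. The deposited counts were not normalized. The aligner, the counting tool, their treatment of reads that match several gene copies, the use of strand and any filters were not stated for these libraries. The gene rows followed the RefSeq annotation of the assembly ASM336829v1: 75749 gene IDs had the same start position in that annotation, and the remaining 7339 rows matched an entry of it by symbol, also with the same start. Gene names and products are those of the deposited table, coordinates are on ASM336829v1, and chromosome numbers are those of the RefSeq gene table. The genome of this fish is duplicated, so many genes have a near-identical copy, and the division of reads between such copies is uncertain in all values given here.

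Total counts ranged from 51493103 to 67595616 per library. A gene whose 3 libraries of a group all had 3 counts or fewer was treated as being at the floor, and its fold change is given as a lower bound computed against 3 counts. Floors cover counting error only, since the reads carried no molecular identifiers.

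The tests had been fixed before the data were examined on the assumption that the table would hold FPKM values alone, with limma on log2(FPKM + 1). Because it held raw counts as well, the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided, TMM scaling, library sizes from all gene rows, R 4.3.3) was used on the counts, and the limma fit was kept as an alternative. Genes with a mean of at least 1 FPKM over the 6 libraries were tested, which left 26421 genes. P-values were adjusted by Benjamini and Hochberg's method over these genes. The model compared golden with greenish grey skin and had no further term, because no pairing was stated for these libraries. Genes with a fold change above 2 or below 0.5 at an unadjusted p under 0.05, the kind of threshold used in the study, were counted as well.

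Gene lists were tested with camera (limma 3.58.1) on the edgeR object with its preset correlation of 0.01 between genes. Beside it, fry and camera with an estimated correlation were run on the same object. Camera compares a list with the other genes, and the direction it found was not kept. The sign of a median therefore need not be the direction of the camera call given with it. The 5 lists of the family held targets that the study named for its microRNAs, and marker genes of melanophores, xanthophores, iridophores and skeletal muscle. The 4 pathways of the second family were Melanogenesis, MAPK signaling, Wnt signaling and Adrenergic signaling in cardiomyocytes, with the members that the deposited table gives. Lists of erythrocyte, epidermis, dermal fibroblast and endothelium markers served for description only. All marker lists, and the names of the pathways, were written before the data were examined, and a gene entered a list when its symbol matched or its product name began with the listed name. Genes were named by a rule that was also fixed then: the 5 largest rises and the 5 largest falls without overlap between the groups among genes at an adjusted p under 0.05, filled where needed from genes past 2-fold at an unadjusted p under 0.05; the members of the study targets and melanophore lists past 2-fold at an unadjusted p under 0.05; and all tested genes annotated as myosin-7 (myh7) or tropomyosin alpha-1 (tpm1). Overlap between the groups was judged on counts scaled by library size and TMM factor. Genes named beyond this rule are marked as chosen after their values were seen. Shares of counts were compared with exact permutation tests, two-sided, which cannot go below 0.1 with 3 libraries against 3. The biotype is given where a named gene is annotated as non-coding or as a pseudogene.

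Golden and greenish grey libraries with the same replicate number deviated together from their group means, with correlations of 0.743, 0.263 and 0.737 over the tested genes for numbers 1, 2 and 3. The largest correlation between a golden and a greenish grey library of different numbers was 0.0877. Number 1 libraries shared 23 genes that were near 0 in both and expressed in the 4 other libraries, against at most 2 genes for any other pair of libraries. The pairing therefore comes from the data and the shared numbers; the labels do not say what a number stands for. The study took both skins from the same fish for its small RNA libraries. The fit with the replicate number as a block lowered the biological coefficient of variation from 51.6% to 31.6%. Its value is given beside a result where it changes a call or moves a count by more than 1.5 times. The exception is counts of list members at an unadjusted p under 0.05, some of which it raised by more than that. No 2 libraries of a group agreed within sampling noise; the chi-square of their counts was at least 333.7 per degree of freedom.

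The pipeline was tested on simulated counts for the 26421 genes, drawn from the real means and library sizes with 200 genes changed by 3 on the log2 scale. At the common dispersion of the real libraries without a block, 85% of the changed genes were recovered, with 2 false calls. With the common dispersion of the blocked fit, simulated fish effects and the block, all 200 were recovered, with 10 false calls. Each simulation gave all genes the same dispersion, which real genes do not share. The recovered share is therefore not the power in the real libraries, and a lack of calls there does not exclude changes of this size. For example, the Wnt-2b gene LOC113072082 had a log2 fold change of -3.45 (SE 0.29) at an edgeR adjusted p of 0.283.

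Alternatives planned before the data were examined were pseudocounts of 0.1 and 5 with limma, no filter on low values, a mean of at least 5 FPKM, quantile normalization of log2 values, median ratio scaling, the variance prior of limma without a trend, the replicate block, leaving out each library, a fold change from the ratio of group mean FPKM, and both other list tests. The limma fit on log2(FPKM + 1), alone and with the block, DESeq2 1.42.0, the muscle share of each library as a covariate, scaling without muscle and erythrocyte genes, and edgeR with bias-adjusted deviances were added later. The small RNA libraries and protein measurements of the study were not analysed here.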

Results

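To compare gene expression between the golden and the greenish grey skin of the golden-back crucian carp, 6 mRNA libraries were analysed, 3 from golden and 3 from greenish grey skin. Total counts were 52563940, 56689182 and 67595616 in golden libraries 1 to 3 and 51493103, 63609420 and 65524873 in greenish grey libraries 1 to 3. Between 41685 and 44553 genes had at least 1 count in a library. The depth thus differed little between the groups.

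The libraries differed strongly in composition, and the difference ran across both colours. Genes of the muscle list took 19.5%, 10.7% and 5.39% of the counts in golden libraries 1 to 3 and 11.7%, 3.29% and 4.65% in greenish grey libraries 1 to 3. The mean was 11.9% ± 7.15 (SD, n = 3) in golden and 6.56% ± 4.54 (SD, n = 3) in greenish grey skin, which did not differ beyond the spread between libraries (exact permutation p = 0.4), although it was higher in golden skin in all 3 numbered pairs. Epidermis markers took 1.64% ± 1.20 (SD, n = 3) in golden and 1.80% ± 0.811 (SD, n = 3) in greenish grey skin (exact permutation p = 0.8). Erythrocyte markers took 0.980% ± 0.791 (SD, n = 3) and 0.874% ± 1.23 (SD, n = 3), respectively (exact permutation p = 0.9). The share of melanophore markers was 0.00718% ± 0.000650 (SD, n = 3) in golden skin and 0.0252% ± 0.0107 (SD, n = 3) in greenish grey skin. All 3 golden values lay below all 3 greenish grey values, and the exact permutation p of 0.1 is the smallest that 3 against 3 libraries allow. Endothelium markers were separated in the same way, with 0.0125% ± 0.00252 (SD, n = 3) in golden and 0.0218% ± 0.00324 (SD, n = 3) in greenish grey skin (exact permutation p = 0.1). The first principal component of the log2 values held 54.5% of the variance and ordered the libraries by replicate number in both colours, while the second held 19.1% and separated golden from greenish grey libraries.

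**Figure D1:**
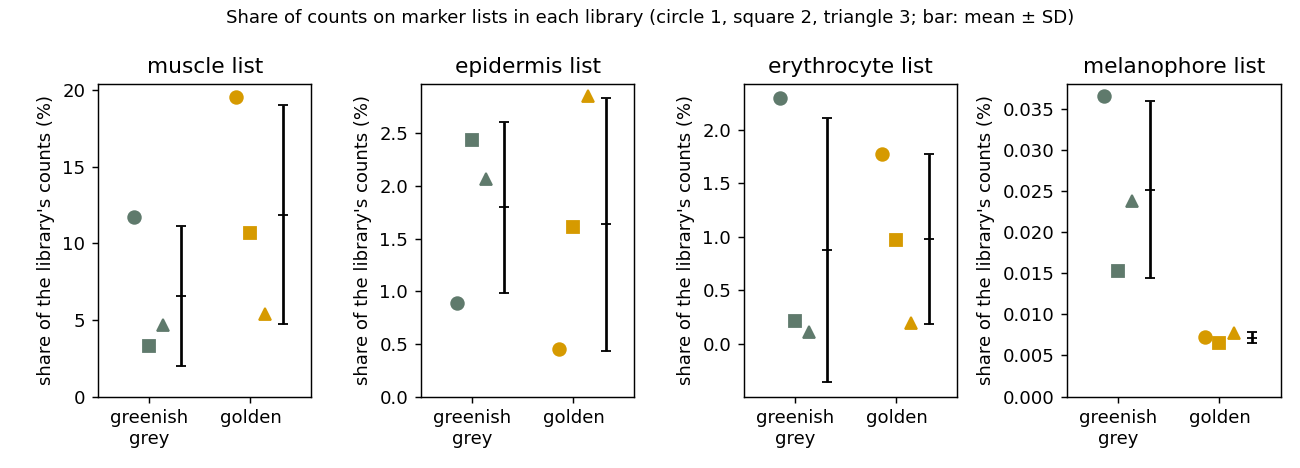
Share of each library's counts (%, vertical axis) on 4 marker lists for greenish grey and golden libraries (horizontal axis). Symbols are single libraries by replicate number and bars give the mean ± SD of 3 libraries; melanophore shares of the golden libraries lie between 0.00649% and 0.00778%, below all greenish grey libraries, while the other lists overlap between the colours.

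To find genes that differ between the skin colours, golden libraries were compared with greenish grey libraries gene by gene. Of 26421 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest adjusted p was 0.283. At an unadjusted p under 0.05, 1163 genes differed, where 1321 would be expected by chance if the libraries were independent of each other. Same-numbered libraries deviated together, so this level does not apply as it stands. The other splits into 3 and 3 libraries that part all numbered pairs gave 231, 125 and 96 such genes. These splits are too few to set a chance level. With the replicate number as a block, 1 gene had an adjusted p under 0.05 and 3428 had an unadjusted p under 0.05. That gene was LOC113058286, a calcium/calmodulin-dependent protein kinase kinase 1-like gene with a higher value in golden skin and an adjusted p of 0.0457 in the blocked fit. DESeq2 moved the count most, to 205 genes at an adjusted p under 0.05.

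Of all genes tested, 731 were past 2-fold at an unadjusted p under 0.05, of which 332 were higher and 399 lower in golden skin. The replicate block raised this count to 1335, with 640 higher and 695 lower, and 665 genes were in both sets. In 2660 of the tested genes (10.1%) the values of the 2 colours did not overlap. Chance gives 10% for 3 against 3 independent libraries, a condition that the numbered pairs make doubtful here. Of the genes past the threshold, 570 were without overlap. Across alternatives the count went from 182, with a pseudocount of 5 in limma, to 1911, with the muscle share as a covariate. Without golden replicate 3 the count was 1422, and without golden replicate 1 it was 1116, so that single libraries weighed heavily on it.

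As no gene passed the adjusted threshold, the 5 largest rises and falls without overlap were taken from the genes at an unadjusted p under 0.05, and none of them is a call after adjustment (edgeR adjusted p of at least 0.305). The largest rises were in genes with no count in any greenish grey library. A troponin I, fast skeletal muscle-like gene (LOC113067082, chromosome 50, 13478536 to 13482902) was at least 319-fold higher in golden skin, but its FPKM was 38.5 in golden library 1 and 0.211 and 0.962 in golden libraries 2 and 3, so library 1 decided the value. A transcription factor LBX1-like gene (LOC113112639, chromosome 13, 11088004 to 11091248) was at least 287-fold higher, with 4.26 ± 4.31 FPKM (SD, n = 3) in golden skin. A prostate-associated microseminoprotein-like gene (LOC113105842, chromosome 7, 10030227 to 10031605) was at least 198-fold higher, with 10.6 ± 11.5 FPKM (SD, n = 3). A peptidase inhibitor 15-like gene (LOC113068954, unplaced) was at least 140-fold higher and reached 5.90 FPKM in golden library 1 against 0.421 or less in the others. A ladderlectin-like gene (LOC113109305, chromosome 9, 13615041 to 13616501) was at least 48.8-fold higher, with 3.55 ± 3.97 FPKM (SD, n = 3).

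Of the largest falls, 4 genes had no count in any golden library. A troponin T, cardiac muscle isoforms-like gene (LOC113066905, chromosome 50, 9245219 to 9248755) was at least 908-fold lower in golden skin and varied from 0.933 to 59.2 FPKM in greenish grey skin. A dipeptidyl peptidase 2-like gene annotated as non-coding (LOC113074158, chromosome 5, 9506348 to 9509273) was at least 129-fold lower, and its 3.28 ± 0.355 FPKM (SD, n = 3) in greenish grey skin varied little between libraries. Both kelch-like protein diablo genes, LOC113038921 (chromosome 21, 21776548 to 21788022) and LOC113077144 (unplaced), were at least 83.6-fold and 56.4-fold lower, with 3.43 ± 0.840 and 2.07 ± 1.09 FPKM (SD, n = 3) in greenish grey skin. The uncharacterized gene LOC113088897 (chromosome 6, 27478219 to 27479532) fell by 8.10 on the log2 scale (SE 1.20), from 6.53 ± 5.21 to 0.0157 ± 0.0272 FPKM (SD, n = 3). Several of these genes belong to families with close copies, for which the counting of shared reads is not known.

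To see whether pigment cell transcripts follow the skin colour, marker lists were tested. The melanophore list had 16 tested genes, of which 15 were lower in golden skin, and its median log2 fold change was -2.42 (camera adjusted p = 1.03e-35). No member was at the floor. The median was lower in all 3 numbered pairs, at -2.64, -0.92 and -1.53 for numbers 1, 2 and 3. Adjusted over the list alone, 13 members had an adjusted p under 0.05, against 0 when adjusted over all genes tested. The iridophore list had a median of -0.74, with 15 of 18 genes lower (camera adjusted p = 9.66e-08), and the xanthophore list a median of -0.39, with 16 of 21 genes lower (camera adjusted p = 0.0119). Adjusted over the list alone, 0 members of either had an adjusted p under 0.05, as over all genes tested; at an unadjusted p under 0.05 there were 8 and 2. None of the camera calls on lists or pathways held under fry or an estimated correlation. Both were run only on the fit without the replicate block, so whether the calls hold under them with the block is not known. The melanophore list had an adjusted p of 0.0857 in camera with an estimated correlation and 0.134 with fry, whose unadjusted p was 0.0269. Greenish grey replicate 1 weighed on the melanophore median, which was -1.50 without it. The iridophore median was -1.38 without golden replicate 3 and -0.48 without golden replicate 1. The xanthophore median was -0.67 without golden replicate 3, and its adjusted p rose to 0.176 without golden replicate 1 and to 0.0712 without greenish grey replicate 1.

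Of the melanophore list, 13 genes were past 2-fold at an unadjusted p under 0.05, all lower in golden skin, and none had an edgeR adjusted p under 0.05. They were 3 copies of tyrp1 (5,6-dihydroxyindole-2-carboxylic acid oxidase), 3 of mlana (melanoma antigen recognized by T-cells 1), 2 of pmel (melanocyte protein PMEL), and 1 gene each for tyrosinase, gpr143, trpm1, kita and melanophilin. The mlana gene LOC113080765 (annotated as non-coding, unplaced, 148411 to 152110) had 2.21 ± 0.790 FPKM (SD, n = 3) in golden and 15.9 ± 1.48 FPKM (SD, n = 3) in greenish grey skin, a log2 fold change of -2.77 (SE 0.30, edgeR adjusted p = 0.305). The pmel gene LOC113054907 (chromosome 36, 578777 to 592108) showed the largest change, with 0.537 ± 0.343 against 5.95 ± 3.81 FPKM (SD, n = 3) and a log2 fold change of -3.45 (SE 0.70). The tyrosinase-like gene LOC113100299 (unplaced, 24211 to 31115) had 0.659 ± 0.371 against 2.45 ± 1.30 FPKM (SD, n = 3), and its values overlapped between the colours. The melanophilin-like gene LOC113096918 (chromosome 6, 12363500 to 12393392), which is also in the study targets list, had 0.929 ± 0.498 against 2.91 ± 0.624 FPKM (SD, n = 3). The log2 fold changes of the 13 genes ranged from -3.45 to -1.27. These transcripts were low in both colours, and markers such as dct, oca2, slc24a5, slc45a2 and mc1r stayed under the expression minimum.

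**Figure D2:**
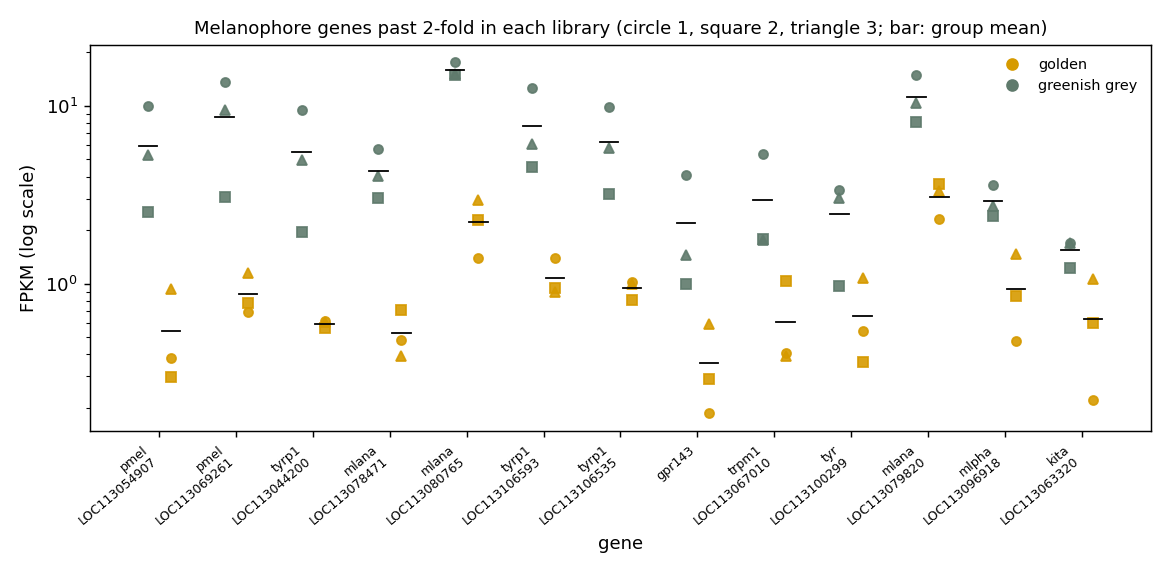
FPKM (vertical axis, log scale) of the 13 melanophore genes past 2-fold at an unadjusted p under 0.05, for each of 3 golden and 3 greenish grey libraries (symbols by replicate number; horizontal bars are group means). Tyrosinase overlaps between the colours, and the other 12 genes do not.

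The muscle list had a median log2 fold change of 1.22, with 114 of 136 genes higher in golden skin (camera adjusted p = 2.43e-08, fry adjusted p = 0.605). Its median was 0.96, 1.19 and -0.035 in the pairs numbered 1, 2 and 3. Without golden replicate 1 the median was 0.15 (camera adjusted p = 0.521), and without greenish grey replicate 1 it was 2.34. With the 2 members that were at the floor in one colour set to their bounds, the median was the same. Adjusted over the list alone, 0 members had an adjusted p under 0.05, as over all genes tested, and 6 did with the replicate block; 16 had an unadjusted p under 0.05 without it. Among the lists described without a test, the median log2 fold change was -0.033 for 52 epidermis genes, 0.24 for 12 erythrocyte genes, -0.86 for 22 dermal fibroblast genes and -0.60 for 12 endothelium genes. With the replicate block, the erythrocyte median was 1.05.

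**Figure D3:**
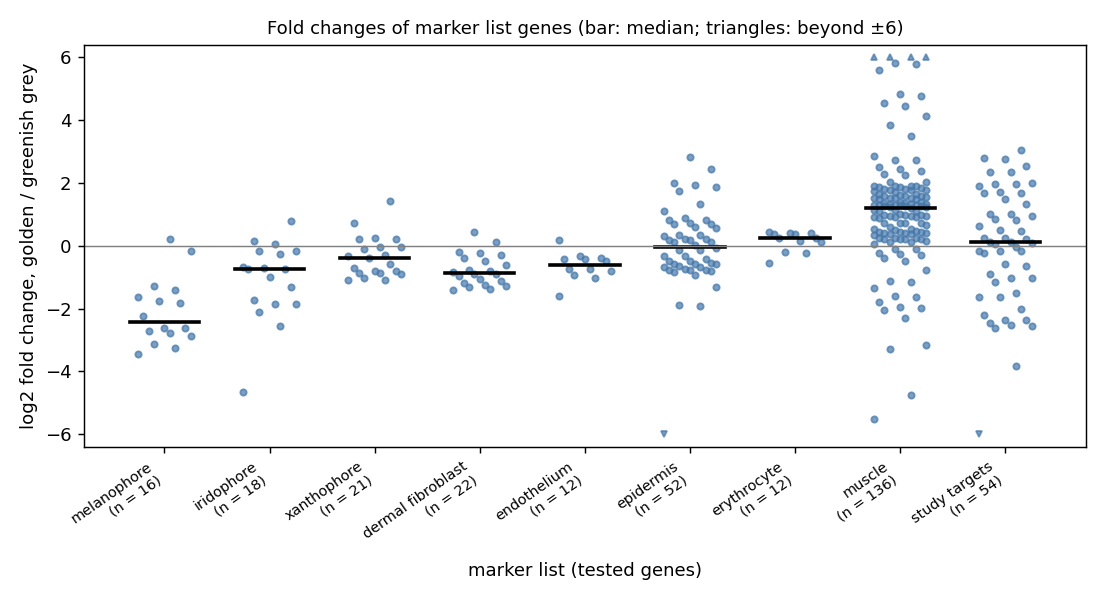
Log2 fold change of golden over greenish grey skin (vertical axis) for each tested gene of 9 marker lists (horizontal axis); dots are genes, bars medians, and triangles genes beyond the axis. The melanophore median lies at -2.42 and the epidermis median at -0.033, while muscle genes spread in both directions around 1.22.

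To follow the genes that the study proposed as microRNA targets, the study targets list was tested. Its 54 tested genes had a median log2 fold change of 0.12, with 30 higher and 24 lower in golden skin (camera adjusted p = 0.0537). The median was lower in all 3 numbered pairs, at -0.029, -0.32 and -0.25, and the share of counts on the list was 0.655% ± 0.354 (SD, n = 3) in golden and 1.39% ± 0.573 (SD, n = 3) in greenish grey skin, lower in golden skin in each pair (exact permutation p = 0.2). With the single floor member at its bound the median was unchanged. With the replicate block the median was -0.086 and the camera adjusted p was 0.00169. In limma with the block the median was -0.082 and the camera adjusted p was 0.572. Without golden replicate 1 the median was -0.51, with a camera adjusted p of 5.83e-09. Without greenish grey replicate 2 the camera adjusted p was 0.0259 at a median of 0.075, and without greenish grey replicate 3 it was 0.000105 at a median of 0.19. The direction of these calls was not kept, so the positive medians do not make them rises. Adjusted over the list alone, 0 members had an adjusted p under 0.05, as over all genes tested, and 6 did with the replicate block; 6 had an unadjusted p under 0.05 without it. The study chose these genes partly on its earlier transcriptome of both skins, which may be these libraries. A count over the list alone therefore cannot be taken as independent evidence. Past 2-fold at an unadjusted p under 0.05, 3 members were lower and 3 were higher in golden skin. The lower ones were the cardiac troponin T gene LOC113066905, the myosin-7 gene LOC113042655 and the melanophilin-like gene LOC113096918. The higher ones were filamin-C-like genes. LOC113067181 (chromosome 50, 17101993 to 17121234) had 129.8 ± 97.3 against 21.0 ± 8.90 FPKM (SD, n = 3), and LOC113043646 (chromosome 25, 21584759 to 21605900) had 33.6 ± 20.4 against 6.08 ± 1.83 FPKM (SD, n = 3). The smaller change was in LOC113048322 (chromosome 29, 19651088 to 19696420), with 2.83 ± 1.79 against 1.27 ± 0.266 FPKM (SD, n = 3) and overlapping values.

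Of 10 tested genes annotated as myosin-7, 5 were lower and 5 higher in golden skin, and 8 were lower with the replicate block. None had an edgeR adjusted p under 0.05, and the lowest was 0.348, with the block. The most abundant copy was lower. This was LOC113068776 (linkage group LG49B, 961995 to 973370), which had 171 ± 174 FPKM (SD, n = 3) in golden and 1243 ± 614 FPKM (SD, n = 3) in greenish grey skin, a log2 fold change of -2.53 (SE 1.15). The neighbouring copies LOC113068770, LOC113068771 and LOC113068774 had log2 fold changes of -2.35, -2.01 and -2.56, and these 4 close copies may have shared reads; LOC113068774 is annotated as a pseudogene. LOC113042655 (chromosome 24, 22191805 to 22202868) changed most, by -3.84 (SE 1.33), from 43.2 ± 47.8 to 2.33 ± 2.44 FPKM (SD, n = 3). The other 5 copies were higher by 0.05 to 2.54 on the log2 scale, with a standard error of at least 0.89, and golden replicate 1 decided these rises: each was negative without it. The copies were LOC113069116, LOC113095892, LOC113111170, LOC113116625 and LOC113094764, of which LOC113111170 is annotated as non-coding and LOC113094764 as a pseudogene. The tpm1 gene (chromosome 25, 13945413 to 13966129) had 289 ± 361 FPKM (SD, n = 3) in golden and 42.8 ± 36.5 FPKM (SD, n = 3) in greenish grey skin, a log2 fold change of 3.05 (SE 1.29), and golden library 1 held 706 FPKM. The second tropomyosin alpha-1 gene LOC113049517 (chromosome 30, 18697006 to 18702852) had 688 ± 544 against 490 ± 494 FPKM (SD, n = 3). None of the differences in these muscle genes was larger than the spread between libraries after adjustment.

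The pathways named by the study changed little as whole sets. The Melanogenesis pathway had a median log2 fold change of -0.057 over 199 genes, of which 111 were lower in golden skin (camera adjusted p = 0.0319). With the replicate block its median was -0.10 and its camera adjusted p 0.106, and the call was lost without golden replicate 1 (median -0.021, adjusted p = 0.311), without golden replicate 2 (0.136), without greenish grey replicate 1 (0.158) and without greenish grey replicate 3 (median -0.017, adjusted p = 0.0970). Without golden replicate 3 the median was -0.16. Adjusted over the pathway alone, 4 members had an adjusted p under 0.05 (8 with the replicate block), against 0 over all genes tested. The medians were -0.032 over 617 genes for MAPK signaling and -0.019 over 353 genes for Wnt signaling (camera adjusted p = 0.194 for each), and 0.062 over 342 genes for Adrenergic signaling in cardiomyocytes (camera adjusted p = 0.691). The last had a camera adjusted p of 0.0232 without golden replicate 1, at a median of 0.022. The median over all genes was 0.039 in that fit, so this call is not shown to be a rise relative to other genes. Adjusted over the pathway alone, 1 member of Wnt signaling and 0 of each of the others had an adjusted p under 0.05; with the replicate block these were 2 for Wnt signaling and 3 for Adrenergic signaling in cardiomyocytes. With its floor member at the bound, its median was unchanged.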

Values the study reported

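The study reported 52 networks of microRNAs, mRNAs and proteins, of which 23 rested on microRNAs that were higher and 29 on microRNAs that were lower in golden skin. Its criterion for differential mRNAs was a fold change above 2 or below 0.5 together with a p under 0.05.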

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

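The count at an adjusted p under 0.05 was 0 in 17 of 20 alternatives. It was 1 with the replicate block, 13 in limma with the block and 205 in DESeq2. The count past 2-fold of 731 kept within 1.5 times in 13 of 21 alternatives. It was 182 with a pseudocount of 5 in limma, 1642 without a filter, 295 at a mean of at least 5 FPKM, where fewer genes were tested, 432 after quantile normalization, 1335 with the replicate block and 1911 with the muscle share as a covariate. It ranged from 494 to 1422 across the 6 fits that each left out one library, with the highest value without golden replicate 3 and 1116 without golden replicate 1. Other causes were not tested. The share of rises among these genes was 45.4%; it was 26.3% with a pseudocount of 0.1, 34.1% with a pseudocount of 5 and 30.3% in limma on log2(FPKM + 1), where deposited FPKM values are not rescaled and the median over all genes was -0.10 on the log2 scale, against 0.03 with TMM scaling. With a pseudocount of 0.1 that median was -0.14. Without golden replicate 1 the rises were 22.9% and without greenish grey replicate 1 they were 65.8%.

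The melanophore list was lower in golden skin in all 21 alternatives, with medians from -2.69 to -0.61 and adjusted p from 2.29e-50 to 0.134; the smallest change came from pseudocounts, which shrink low values. Its median was from -2.69 to -1.50 across the 6 fits without one library. Its adjusted p stayed under 0.05 in all but 2 alternatives, an estimated correlation and fry, which have the same median of -2.42. The iridophore list was lower in all 21, with medians from -1.38 to -0.27. Again only an estimated correlation and fry (both at -0.74) raised its adjusted p above 0.05. Both tests were run without the replicate block, and in that fit the melanophore and iridophore calls rest on the assumed correlation between genes. The leave-one-out range of the iridophore median was -1.38 to -0.48. The xanthophore list, also lower in all 21, had an adjusted p above 0.05 at a mean of at least 5 FPKM (-0.21), in limma with the block (-0.28), with the muscle share as a covariate (-0.35), and under an estimated correlation and fry (both -0.39); across the 6 fits without one library it ranged from -0.67 to -0.44. The muscle list lost its call under an estimated correlation and fry (both 1.22) and turned to -0.10 with the muscle share as a covariate, which by construction removes what follows that share. Its leave-one-out range was 0.15 to 2.34, and without golden replicate 1 the call was lost.

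The study targets median changed sign with a pseudocount of 0.1 (-0.16) and of 5 (-0.031), at a mean of at least 5 FPKM (-0.060), in limma with and without a trend and with the block (-0.082 in all 3), with the replicate block (-0.086) and with the muscle share (-0.38); it ranged from -0.51 to 0.30 across the 6 fits without one library. Its adjusted p lay between 5.83e-09 and 0.903, and the sign of the median thus depended on the fit; fits with the block gave a negative one. The Melanogenesis median kept its sign in all 21 alternatives, but its adjusted p rose above 0.05 in 15 of them. Besides 4 of the fits without one library these were -0.24 with a pseudocount of 0.1, -0.076 with 5, -0.074 at a mean of at least 5 FPKM, -0.060 after quantile normalization, -0.17 in limma with and without a trend and with the block, -0.10 with the replicate block, -0.037 with the muscle share, and -0.057 under an estimated correlation and fry. Without one library it ranged from -0.16 to -0.017. The median of Adrenergic signaling in cardiomyocytes changed sign with a pseudocount of 0.1 (-0.15) and of 5 (-0.043), without a filter (-0.0072), after quantile normalization (-0.0020), in limma with and without a trend and with the block (-0.10), with the replicate block (-0.024) and with the muscle share (-0.0069); leaving out one library gave 0.0073 to 0.13. The Wnt signaling median was 0.00025 at a mean of at least 5 FPKM and ranged from -0.15 to 0.039 without one library, and that of MAPK signaling ranged from -0.13 to 0.054; golden replicate 1 and greenish grey replicate 3 each turned both. In the limma fits on FPKM values that were not rescaled, the median over all genes was negative too. It was -0.10 with a pseudocount of 1, -0.14 with 0.1 and -0.046 with 5. The negative medians of the study targets and Adrenergic signaling in cardiomyocytes in these fits lay near those values. These sign changes therefore do not show a change of the sets relative to other genes. The cause of the other changes was not tested.

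In edgeR, the replicate block changed no call on a list or pathway other than the study targets list and the Melanogenesis pathway. Among named genes it changed only LOC113058286 at an adjusted p under 0.05. In limma on log2(FPKM + 1), the block lost the xanthophore call (camera adjusted p from 0.0410 to 0.0575). There it also brought LOC113038921, LOC113074158 and LOC113080765 to a limma adjusted p of 0.0434. At the unadjusted threshold the block in edgeR moved some named genes. The edgeR p of LOC113048322 rose from 0.0437 to 0.0788, that of tpm1 fell from 0.0532 to 0.00156, and 4 myosin-7 copies instead of 1 were under 0.05. Among named genes, sign changes were limited to myosin-7 copies that were higher in golden skin and a tropomyosin gene. LOC113069116 was -0.77 with a pseudocount of 0.1, -0.24 after quantile normalization, -0.29 in limma with and without a trend and with the block, -0.63 with the replicate block, -0.91 with the muscle share and -1.84 without golden replicate 1. LOC113111170 was -0.46, -0.053 and -0.052 with pseudocounts of 0.1 and 5 and quantile normalization, -0.19 in the 3 limma fits, -0.40 with the replicate block, -1.52 with the muscle share, -1.21 without golden replicate 1 and -0.32 without greenish grey replicate 3. LOC113094764 was -0.10 with the replicate block, -0.40 with the muscle share and -1.24 without golden replicate 1. Without golden replicate 1, LOC113095892 was -0.68 and LOC113116625 was -0.14. The highest values without one library were 1.61 for LOC113069116, 2.86 for LOC113095892, 0.55 for LOC113111170, 3.07 for LOC113116625 and 2.51 for LOC113094764. With the muscle share, LOC113049517 was -0.91. In 22 cases, those in limma with the block included, a gene named by the rule passed an adjusted p of 0.05, all with the same direction, mostly in DESeq2.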

Other observations

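The tests in this part were chosen after the result was seen, except those on other splits of the libraries for the gene counts, lists and pathways. Unequal muscle carry-over was named as an explanation before the data were examined. Its comparison of fibre types and the fit with the muscle share in the model were set later.

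The largest differences between these libraries did not follow colour. The real split gave 0 genes at an adjusted p under 0.05, so all 10 of the 10 splits of the 6 libraries into 3 and 3 gave as many by necessity, and this count decides nothing. Past 2-fold, 6 of 10 splits gave as many genes as the real one, which is counted among them here and in the shares of splits that follow. The other 5 of these kept same-numbered libraries together, though not every such split had a high count: golden 1, golden 2 and greenish grey 1 against the rest gave 4147 genes, and golden 1, golden 3 and greenish grey 1 against the rest gave 392. The former also gave 208 genes at an adjusted p under 0.05, and the other 9 splits gave 0. The picture differed among the 4 splits that part all 3 numbered pairs, as colour does. There the real split gave 731 genes past 2-fold and the others 163, 109 and 82. With the replicate block these counts were 1335 against 305, 175 and 181, and 3428 genes against 925, 303 and 362 had an unadjusted p under 0.05. In DESeq2, 3 of 10 splits gave as many as 205 genes, but the other 3 splits that part all pairs gave 5, 2 and 1. With 10 splits no share under 0.1 can be reached. For the lists, a camera p as small as the real one was given by 1 of 10 splits for melanophores, 2 of 10 for iridophores, 3 of 10 for xanthophores, 6 of 10 for muscle and 7 of 10 for the study targets. For the pathways it was 1 of 10 for Melanogenesis, MAPK signaling and Wnt signaling and 8 of 10 for Adrenergic signaling in cardiomyocytes. For iridophores, xanthophores, muscle, the study targets and Adrenergic signaling in cardiomyocytes, at least 1 of the splits with as small a p was not that of colour and also parted all 3 pairs. For melanophores the next smallest camera p was 3.29e-21, also in a split that parts all pairs, so a small camera p alone does not mark colour.

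Melanophore transcripts were lower in golden skin. Less skin tissue in the golden libraries would lower epidermis markers alike, but the melanophore median lay 2.39 below the epidermis median on the log2 scale (a difference of -2.39, permutation p = 1e-05, the smallest that 100000 resamples allow, over genes, which are not independent replicates), and it lay below it in each pair (-2.37, -0.54 and -1.82). More muscle RNA was argued against by the fit with the muscle share in the model, where the median was -2.68, and scaling set by abundant muscle and blood transcripts by the difference from all tested genes, which scaling shifts alike: the melanophore median lay below theirs (a difference of -2.45; -2.64, -0.91 and -1.53 in the pairs). Reads shared among copies would touch few markers, while 8 of 9 different markers had a gene lower in each of the 3 pairs. A hypothesis that stays open is that golden skin held fewer melanophores or less transcript per melanophore; these were not tested apart, and neither was the body region of the skins. Dermal fibroblast and endothelium medians were lower too, at -0.86 and -0.60. Epidermis markers cannot show a smaller share of dermis in the golden libraries, which was not tested and stays open. The dermal fibroblast median was lower in each pair, at -0.996, -0.633 and -0.423. The melanophore median was lower still in each pair, at -2.64, -0.92 and -1.53, but this difference was not tested.

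A set of genes that mark position in the embryo differed between the skins, which was noticed in the table of all genes. All 9 tested Hox genes of paralog groups 11 and 12 were higher in golden skin, by 1.51 to 6.01 on the log2 scale and in each of the 3 pairs, and all 9 had an unadjusted p under 0.05, though the lowest edgeR adjusted p was 0.559. All 8 tested genes of HoxB groups 6 to 9 were lower in golden skin in each pair, with a median of -1.42. These directions held under each scaling tried. The rise was seen in genes of 3 Hox clusters, which argues against reads shared between copies of one gene, and its median was 2.50 with the muscle share in the model, which argues against a larger amount of muscle RNA. A candidate explanation is that the skins come from different positions on the body. It predicts that the other Hox genes also follow their order. Over the 26 genes of groups 3 to 10 outside HoxB groups 6 to 9 the Spearman correlation of paralog group with log2 fold change was 0.392 (Pearson 0.423, permutation p = 0.048). The adjusted p was 0.048 over 3 correlations tried. As the largest of the 3 p-values it could not be raised by the adjustment, which thus gives no protection here. The other correlations include genes that prompted the idea and are not used here. The correlation is across genes, and duplicated genes are not independent, so the support is weak. The trend is not uniform: 1 gene of group 13 was level at -0.12. Both engrailed-1 genes, a Wnt-2b gene and a pair of Wnt-11 genes, picked after their values were seen, were also lower in golden skin without overlap: engrailed-1 LOC113105207 had 0.186 ± 0.0297 against 2.72 ± 0.405 FPKM (SD, n = 3) and Wnt-2b LOC113072082 0.635 ± 0.0893 against 7.63 ± 1.14 FPKM (SD, n = 3, edgeR adjusted p = 0.283). The golden skin of this fish lies on its back, so colour and the part of the body go together in this design. The position of either skin piece from head to tail was not stated. A change of these genes with colour itself stays open.

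Muscle transcripts of different fibre types changed in different directions. Summed counts of fast myosin, fast troponins and their binding protein changed by 1.09, 3.38 and 0.16 on the log2 scale in pairs 1, 2 and 3, and those of slow troponins and myoglobin by -0.35, -4.68 and -1.74. The gap between both averaged 3.80 and was at least 1.45 in each pair, with an SD of 3.69 over pairs, driven by pair 2. A single kind of skeletal muscle carried over in unequal amounts would move both alike, and here fast sums rose and slow sums fell in each pair. The size of the gap varied almost as much as its mean, and the exact permutation p of 0.1 is the smallest possible, so that this test could not have gone lower. With 3 pairs, such carry-over cannot be told apart from a different mixture of fibre types. Of the muscle list, 136 of 196 genes were expressed above the minimum in these skin libraries. The study named myosin-7 as a microRNA target, with a luciferase assay and a rise of myh7 after silencing of miR-196d. It listed miR-196d, which it found higher in golden skin, and myh7 among sets of the same direction. The summed count here went the other way. Myosin-7 is a slow-fibre gene. Its summed count changed by -0.72, -6.23 and -2.27 in the 3 pairs, next to the fall of slow troponins and myoglobin, and the ratio of myosin-7 to these changed by -0.82 on average (SD 0.64 over pairs; exact permutation p = 0.1, the smallest possible). The members of the slow sum did not all fall. The tested myoglobin genes were lower in golden skin, and slow troponin I genes went both ways. Both tested slow troponin T genes were higher, by 2.73 (SE 1.44) and 1.77 (SE 1.34) on the log2 scale. Less slow-fibre muscle in the golden libraries may account for much of the fall of myosin-7, but the split among slow genes weakens this reading. Whether it accounts for all of the fall cannot be told apart from a further loss of myosin-7, because 3 pairs are too few. Cardiac troponin T, another gene named by the study, showed a similar further change of -0.99 relative to the slow genes.

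Agouti-signaling protein-like genes, whose products act on pigment cells, went in opposite directions. LOC113050259 (chromosome 31, 4330826 to 4334765) had 2.92, 1.37 and 4.05 FPKM in golden libraries 1 to 3 and at most 0.0479 FPKM in greenish grey libraries, while LOC113046021 (chromosome 27, 25381313 to 25384042) had 0.285 ± 0.361 against 3.48 ± 1.23 FPKM (SD, n = 3). LOC113038505 (chromosome 2, 25936999 to 25941751) was lower too, at 1.01 ± 0.436 against 5.06 ± 5.21 FPKM (SD, n = 3). Reads of one gene counted on another copy would leave the summed count level, and the sum changed by -0.23 on the log2 scale (SD 0.81 over pairs), which cannot be told apart from no change with 3 pairs. A switch between gene copies with colour or body region is an untested hypothesis.

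Few single genes were present in one colour and absent from the other. There were 5 genes at 1 FPKM or more in all libraries of one colour and at 3 counts or fewer in each library of the other, and 2 of 10 splits gave as many, the real one and a split with 6 that kept same-numbered libraries together. The other 3 splits that part all pairs gave 0, 1 and 1. With 10 splits, this cannot be told apart from a grouping by chance. Among the 5 were the dipeptidyl peptidase 2-like gene LOC113074158 and the kelch-like protein diablo gene LOC113038921. Number 1 libraries alone shared 23 genes that were near 0 in both and expressed in the 4 other libraries; no biological explanation was tested for these.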
